A study of Mus musculus with 16 samples. Its data were reported in "The NCOR-HDAC3 co-repressive complex modulates the leukemogenic potential of the transcription factor ERG" (2023).

How the data were processed

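The study expressed human ERG in mouse ER-Hoxb8 cells. ER-Hoxb8 cells are a line of granulocyte-monocyte progenitors held immature by an estrogen-regulated Hoxb8 and able to form neutrophils once estrogen is withdrawn. ERG is an ETS-family transcription factor of blood stem cells, and P199L-ERG is a variant with 1 amino acid changed, for which the study reports less proximity to the NCoR-HDAC3 co-repressor complex. Chromatin immunoprecipitation with sequencing (ChIP-seq) was done for 5 histone marks (H3K27ac, H3K4me1, H3K4me3, H3K9ac and H3K27me3) in 3 lines carrying an empty vector, WT-ERG or P199L-ERG. These are 15 libraries, 1 per mark and line. The series lists 16 samples; the pooled IgG control has no column in the region tables and was not analysed here.

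Per the paper's methods and the labels, the authors trimmed adapters with Cutadapt, dropped short reads, aligned uniquely to mm10 with bowtie, called peaks with MACS2, merged the peaks of the 3 libraries of each mark into one set of regions, and assigned genes to regions with GREAT. The deposited tables hold, for each merged region and library, a read count made by the authors, a normalized signal and a call of 0 or 1. The authors' signal, called normalized reads here, equals the count times 1 constant factor per library. What that factor was made from is not stated, and neither is the treatment of duplicate reads. Signal is not divided by the length of the region. Coordinates fit mm10: 21 chromosomes matched the reference and 0 regions ran past a chromosome end.

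Ratios are log2 ratios of deposited normalized reads after adding a pseudocount of 10% of the median over regions and libraries of the mark (2.18 normalized reads for H3K27ac, 4.29 for H3K4me1, 4.27 for H3K4me3, 3.30 for H3K9ac and 2.67 for H3K27me3). A region counted as changed at 1.5-fold. A region was called low or high in 1 library when it differed by 1.5-fold from each of the other two, and the same count was made for each of the 3 libraries in turn. Expected counts from counting error alone came from 10 Poisson simulations in which the 3 libraries shared 1 signal per region. The simulations did not repeat the calling of peaks that chose the regions. Enhancer-like H3K27ac regions overlapped an H3K4me1 but no H3K4me3 region, and promoter-like ones overlapped both an H3K4me3 and an H3K9ac region. The value of a gene is the sum of normalized reads over the regions that GREAT assigned to it; a region lying between a pair of genes counts for both, so neighbouring genes are not independent. With 1 library per mark and line there is no replicate, so no difference between lines was tested and no p-value is given. Intervals of ratios are 95% exact binomial (Clopper-Pearson) intervals of the read counts and cover counting error only. Those of medians come from order statistics and reflect the spread between genes or regions. Those of class shares are 95% Wilson intervals over numbers of regions and treat regions as independent. None covers variation between cultures or libraries.

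For gene lists, the median log2 ratio of the members was placed among 10000 random lists of the same size matched on mean signal; the percentile describes these libraries and is no test between lines. There were 18 lists with 412 genes, written from general knowledge before the data were examined: primary granules, late neutrophil genes, phagocyte oxidase and degranulation, monocytes and macrophages, stem and progenitor cells, the stem cell heptad, megakaryocytes, erythroid cells, mast cells with basophils and eosinophils, dendritic cells, B lymphoid, T and NK lymphoid, endothelium, the NCoR-HDAC3 complex, interferon response, inflammatory and immediate early genes, housekeeping genes, and developmental targets of Polycomb. A list needed 5 measured members. Named genes were chosen by a rule also fixed before the data were examined. It takes the 10 largest decreases and 10 largest increases of each H3K27ac pair above a minimum. The minimum is that the larger value of the pair reached the median of such values over genes. The rule also takes the 4 members of each list with the largest H3K27ac change in WT-ERG. It adds 20 fixed genes (Ly6c2, Clec12a, Erg, Gata2, Kit, Cd34, Mpo, Elane, Ltf, Camp, Itgam, Csf3r, Csf1r, Irf8, Cebpa, Cebpe, Spi1, Itga2b, Meis1 and Hoxa9). Last come the 5 largest decreases and increases in WT-ERG for each other mark. Of the genes the rule takes, some are not reported here. Genes named outside it are said to be chosen after their values were seen.

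The GC content of each region was read from the mm10 sequence. A GC-adjusted version of all values, chosen after seeing the data, centred each library's deviation from the region mean within 20 groups of GC content crossed with 10 groups of mean signal. Tested on simulated data with a GC trend added, it raised the recovery of 2-fold decreases from 59% to 85% and brought the rank correlation with GC content from -0.895 to -0.0136. Without an added trend it left recovery at 75%. The simulations lowered 200 regions in WT-ERG, all with signal at or above the median, and the added trend was linear on the log2 scale. Regions called low numbered 7062 before and 4126 after adjustment with the trend, and 3933 and 4008 without it. Most regions called in the simulations were thus not changed ones, and recovery at weaker regions was not tested. Alternatives fixed before the data were examined were median-of-ratios scaling, a 2-fold threshold, a pseudocount of 50%, leaving out the 25% of regions with the lowest signal, a scaling trended with signal, an overlap of 50% for the region classes, a distance of 1000 bp to a start site, the strongest region of a gene, and regions within 50000 bp of a gene. Scaling to total reads and a minimum of 50 normalized reads were added afterwards. Total reads here are the reads inside the merged regions of a mark, not those of the whole library. That scaling sets the summed signal of a mark equal between lines, so it can hide a difference in enrichment. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0, and samtools 1.23.1.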

Results

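Chromatin of the ER-Hoxb8 line was profiled for 5 histone marks in 3 lines that carried an empty vector, WT-ERG or P199L-ERG. Each mark and line had 1 library, so 15 libraries were compared and no replicate check is possible. Reads inside the merged H3K27ac regions numbered 15697084, 16230439 and 13980539 in the empty-vector, WT-ERG and P199L-ERG lines, listed in that order from here on. They were 17004321, 14508786 and 17144801 for H3K4me1, 21707635, 22278560 and 19834069 for H3K4me3, 10992315, 10950002 and 10268618 for H3K9ac, and 971058, 980145 and 768125 for H3K27me3. H3K27me3 thus rests on far fewer reads than the other marks.

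The authors' H3K27ac peaks formed 114597 merged regions covering 71.0 Mb of mm10, and 39.4% of them were called in all 3 lines. Calls numbered 69995 in the empty-vector, 78325 in the WT-ERG and 78342 in the P199L-ERG library, with means of 252, 209 and 166 normalized reads per called region. Both ERG lines but not the empty vector had a call at 5476 regions, and the empty-vector and P199L-ERG lines but not WT-ERG at 4319. Calls absent from P199L-ERG alone were more frequent, at 11872 regions. H3K4me1 had 114913 regions over 221 Mb (56.0% called in all 3 lines), H3K4me3 43128 over 48.3 Mb (60.9%), H3K9ac 60720 over 50.05 Mb (56.4%) and H3K27me3 14721 over 21.9 Mb (19.2%).

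The first comparison asks which genes changed H3K27ac when WT-ERG was expressed. Chst13, which encodes a chondroitin sulfotransferase (mm10 chromosome 6, 90308349 to 90325185), had the largest decrease among genes above the minimum. Its H3K27ac fell from 2707 to 1046 normalized reads over 8 regions, a log2 ratio of -1.37 (counting interval -1.48 to -1.26). H3K4me1, H3K4me3 and H3K9ac fell with it, by log2 ratios of -1.32, -1.56 and -1.46. Fcnb, which encodes the granule lectin ficolin B, fell by 1.18 in H3K27ac (interval -1.26 to -1.11) and by 1.00, 1.16 and 0.96 in H3K4me1, H3K4me3 and H3K9ac. Fn1 (fibronectin), Sort1 (a sorting receptor) and Map6 (a microtubule protein) had H3K27ac log2 ratios of -1.06, -1.15 and -1.06, and H3K9ac ratios of -0.99, -0.69 and -1.17. Glcci1 and Evi5 fell to log2 ratios of -1.31 and -1.18.

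Among genes above the minimum that gained H3K27ac in WT-ERG, Uaca, a regulator of apoptosis on chromosome 9, rose most. It went from 1061 to 3150 normalized reads over 47 regions (log2 1.57, interval 1.46 to 1.68), and its H3K9ac rose by 1.42. Ralgds, Hgfac and Mn1 rose by 1.30, 1.29 and 1.12 in H3K27ac and by 0.40, 1.04 and 0.61 in H3K9ac. They encode a Ral exchange factor, a growth-factor-activating protease and a leukaemia-linked co-regulator. Among the fixed genes, the stem and mast cell factor Gata2 rose by 0.68 (interval 0.64 to 0.73), the monocyte factor Irf8 by 0.75 (0.66 to 0.84), and the platelet integrin gene Itga2b by 0.69. Their H3K9ac ratios were 0.29, 0.14 and 0.45. Socs3, a brake on cytokine signalling, rose by 0.57 in H3K27ac and 0.35 in H3K9ac. Mpo, Kit, Cebpa, Cebpe, Spi1 and Meis1 lay between 0.01 and 0.16 in H3K27ac. Hoxa9 had no H3K27ac region.

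Neutrophil and monocyte genes split in WT-ERG. Camp, a secondary-granule peptide gene, had an H3K27ac log2 ratio of -0.71 (interval -0.85 to -0.57) and an H3K9ac ratio of -0.72. Cxcr2 and Csf3r, receptors of neutrophils, rose by 0.56 and 0.39 in H3K27ac and by 0.75 and 0.41 in H3K9ac. Of 29 late neutrophil genes 3 were lower and 3 higher by 1.5-fold, with a median of 0.06 at the 99.9th percentile of random lists (adjusted for GC content 0.08, 98.1st). Monocyte genes, 30 in number, had 3 lower (Ly6c2 at -0.61 and Klf4 at -0.60 among them) and 4 higher, with a median of -0.12 at the 41.2nd percentile, or 0.02 at the 75.05th once adjusted. The stem and progenitor list (27 genes) had a median of 0.05 at the 97.96th percentile and the interferon list (18 genes) 0.12 at the 98.9th, or 0.13 and 0.19 once adjusted, both still outside. The other 15 lists lay inside the central 95% of random lists. Their medians were -0.19 for housekeeping, -0.13 for erythroid, -0.09 for phagocyte, -0.07 for primary granule, -0.07 for inflammatory, -0.05 for megakaryocyte, NCoR-HDAC3 and Polycomb target, -0.03 for heptad, 0.00 for mast cell, 0.01 for dendritic, 0.02 for T and NK, 0.04 for B lymphoid and 0.07 for endothelial genes. Once adjusted, the primary granule (0.06), inflammatory (0.06), NCoR-HDAC3 (0.10), heptad (0.10) and mast cell (0.08) medians lay above 0 as well, and housekeeping genes (-0.12, 1.28th percentile) moved outside. The median over all 15478 genes was -0.11 with the deposited factors and 0.00 after scaling to total reads inside the regions. Ratios nearer to 0 than that shift thus have no fixed direction.

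**Figure D1:**
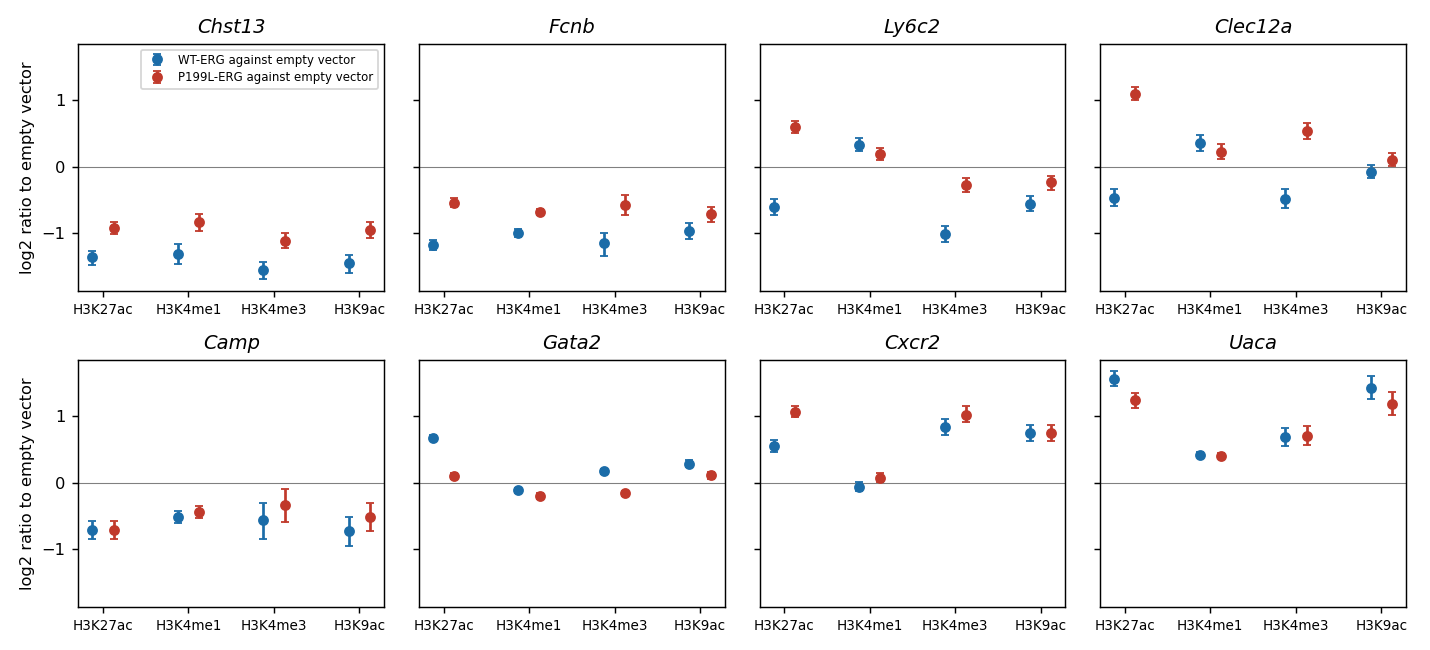
Log2 ratio to the empty-vector line of 8 genes in 4 histone marks for WT-ERG and P199L-ERG, with 95% counting intervals as bars; the genes were picked for plotting after their values were seen. Chst13 and Fcnb lie below 0 in both ERG lines for all 4 marks drawn, while Ly6c2 H3K27ac lies at -0.61 in WT-ERG and 0.60 in P199L-ERG.

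The second comparison sets P199L-ERG against the empty vector. Uaca (1.24), Cxcr2 (1.07) and Csf3r (0.60) rose in H3K27ac as in WT-ERG, and Chst13 (-0.93), Fcnb (-0.54), Map6 (-1.08) and Camp (-0.71) fell; once adjusted for GC content their ratios were 1.25, 0.86, 0.59, -0.48, -0.40, -1.03 and -0.74. In H3K9ac the same genes had P199L-ERG ratios of 1.18, 0.75, 0.45, -0.95, -0.72, -0.83 and -0.51. Above the minimum, genes with the largest gains included Cd84, a leukocyte surface receptor (1.82, GC content of its regions 42.5%), and the monocyte chemokine receptor Ccr2 (1.63, GC 42.3%). Their gains once adjusted were 0.76 and 0.71 and their H3K9ac gains 0.65 and 0.77. Among the 4 largest decreases above the minimum were Evi5 (-2.02, GC 63.9%), Glcci1 (-1.999, GC 67.1%) and Nr2f6 (-1.83, GC 71.2%), with adjusted ratios of -0.74, -1.10 and -0.46. Gata2, Irf8 and Itga2b had ratios of 0.10, 0.12 and 0.13 as deposited and 0.68, 0.61 and 0.60 once adjusted for GC content.

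H3K27ac in the P199L-ERG library followed base composition. Across 10 equal groups of regions by GC content, the median ratio of P199L-ERG to the empty vector ran from 1.41 at a GC content of 41.9% to -1.08 at 62.4%, and that of P199L-ERG to WT-ERG from 1.58 to -1.19. WT-ERG against the empty vector ran from -0.25 to 0.16. H3K4me3 of P199L-ERG against WT-ERG ran from 0.86 to -0.53, whereas H3K9ac ran from 0.10 to -0.09. H3K4me1 had GC trends in both ERG lines. Against the empty vector, WT-ERG ran from 0.82 at 39.9% through -0.24 at 52.0% to 0.32 at 59.5%. P199L-ERG ran from 0.36 to -0.48 in that mark. Values adjusted for GC content are therefore printed below beside those of the deposited scaling for most gene lists. The median over all genes was -0.41 for P199L-ERG against the empty vector and -0.36 against WT-ERG, and total-read scaling brought these to 0.02 and -0.04.

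**Figure D2:**
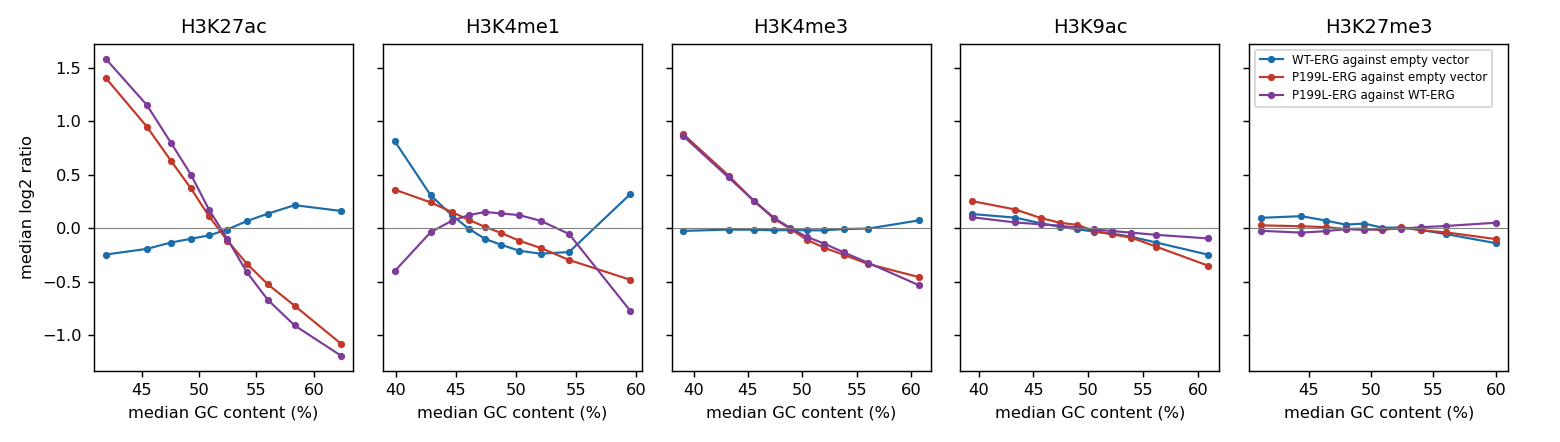
Median log2 ratio between libraries (vertical axis) in 10 equal groups of regions by GC content in percent (horizontal axis), for 5 marks and 3 pairs of lines. H3K27ac of P199L-ERG against WT-ERG falls from 1.58 to -1.19, while H3K9ac of the same pair stays between 0.10 and -0.09.

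Late neutrophil genes were higher in P199L-ERG than in the empty vector, with a median of 0.50 above every one of the random lists, 12 members higher and 1 lower. Adjusted for GC content the median was 0.44, again above every random list and with 12 higher and 1 lower. Primary granule genes had a median of 0.16 (99.96th percentile, 3 of 15 higher, adjusted 0.30, 99.8th percentile, 2 higher). Monocyte genes had 0.26 with 12 higher and 3 lower (adjusted 0.13, 96.2nd percentile, 2 higher and 1 lower). Mast cell genes had 0.45 with 5 higher and 1 lower (adjusted 0.14, 93.0th percentile, 4 higher and 0 lower), and phagocyte genes -0.03 at the 99.4th percentile (adjusted 0.15, 94.8th). Megakaryocyte genes (0.13; adjusted 0.08), B lymphoid genes (0.29; adjusted 0.12) and Polycomb targets (0.01; adjusted -0.07) were also outside the central 95% as deposited and inside it once adjusted. These percentiles use random lists matched on signal only. Matched on GC content as well, the adjusted monocyte median lay outside the central 95%, at the 98.95th percentile. The adjusted phagocyte, mast cell, megakaryocyte, B lymphoid and Polycomb medians stayed inside with that matching. The remaining 10 lists lay inside as deposited. The NCoR-HDAC3 genes (GC 56.7%) had a median of -0.54 as deposited and 0.16 once adjusted.

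The third comparison sets P199L-ERG against WT-ERG. Ly6c2, a surface antigen of monocytes (chromosome 15, 75108158 to 75111970), had 1688, 1108 and 2558 normalized reads of H3K27ac in the empty-vector, WT-ERG and P199L-ERG lines over 27 regions. Its log2 ratio of P199L-ERG to WT-ERG was 1.21 (interval 1.10 to 1.31), or 0.75 once adjusted for GC content, with 0.74 in H3K4me3 and 0.32 in H3K9ac. Its H3K4me1 ran the other way, at 1769, 2226 and 2016 normalized reads, a ratio of -0.14 between the ERG lines (interval -0.23 to -0.05). Clec12a, an inhibitory myeloid lectin (chromosome 6), rose by 1.56 (1.46 to 1.67) in regions of 42.6% GC, by 0.37 once adjusted and by 0.18 in H3K9ac. Cd53, a leukocyte tetraspanin whose regions have 39.3% GC, had the largest gain above the minimum (2.19, interval 1.99 to 2.42, adjusted 0.65). Its H3K9ac ratio was 0.08. Aldh1a1 (GC 40.3%) rose by 1.84, adjusted 0.32. Bcl11a, a B-cell and globin repressor, had the largest decrease above the minimum (-1.60, interval -1.77 to -1.45, GC 60.8%), or -0.59 once adjusted. It fell in H3K4me3 (-0.76) and H3K9ac (-0.56) as well. Diablo and Pex6 had ratios of -1.45 and -1.42 (GC 66.9% and 63.8%), and of -0.26 and -0.23 once adjusted.

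Fcnb and Chst13 had 2 of the 4 largest decreases in WT-ERG among genes above the minimum. They were higher in P199L-ERG than in WT-ERG by 0.64 (0.56 to 0.72) and 0.44 (0.33 to 0.56) in H3K27ac, or 0.74 and 0.86 once adjusted. Their ratios were 0.58 and 0.45 in H3K4me3 and 0.25 and 0.51 in H3K9ac. Both were picked for low H3K27ac in WT-ERG, which favours H3K27ac ratios above 0 here. Glcci1 and Evi5, also among the 10 largest decreases, were lower in P199L-ERG than in WT-ERG as deposited. In the same pair, 13 of 29 late neutrophil genes were higher and 0 lower, with a median of 0.56 (adjusted 0.23, 4 higher and 0 lower). Both medians exceeded every random list. Anxa1, whose regions have 40.9% GC, gained 1.54 as deposited and 0.11 once adjusted. Primary granule genes had a median of 0.24 with 5 higher and 0 lower (adjusted 0.25, 2 higher and 0 lower). Monocyte genes had 0.36 with 10 higher and 3 lower (adjusted 0.08, 2 higher and 0 lower). Mast cell genes had 0.45 with 6 higher and 3 lower (adjusted 0.13, 0 higher and 0 lower), and phagocyte genes -0.02 at the 98.3rd percentile (adjusted 0.14). The other 13 lists were inside the central 95% of random lists, the NCoR-HDAC3 genes among them (-0.61 at the 3.76th percentile, adjusted 0.06 at the 74.1st), and after adjustment the lists outside it were the primary granule, late neutrophil and phagocyte genes. H3K4me3, whose P199L-ERG library has a GC trend too, gave 0.27 for late neutrophil and 0.22 for primary granule genes (adjusted 0.33 and 0.34). H3K9ac gave 0.01 for both lists, and 0.00 and 0.02 once adjusted.

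**Figure D3:**
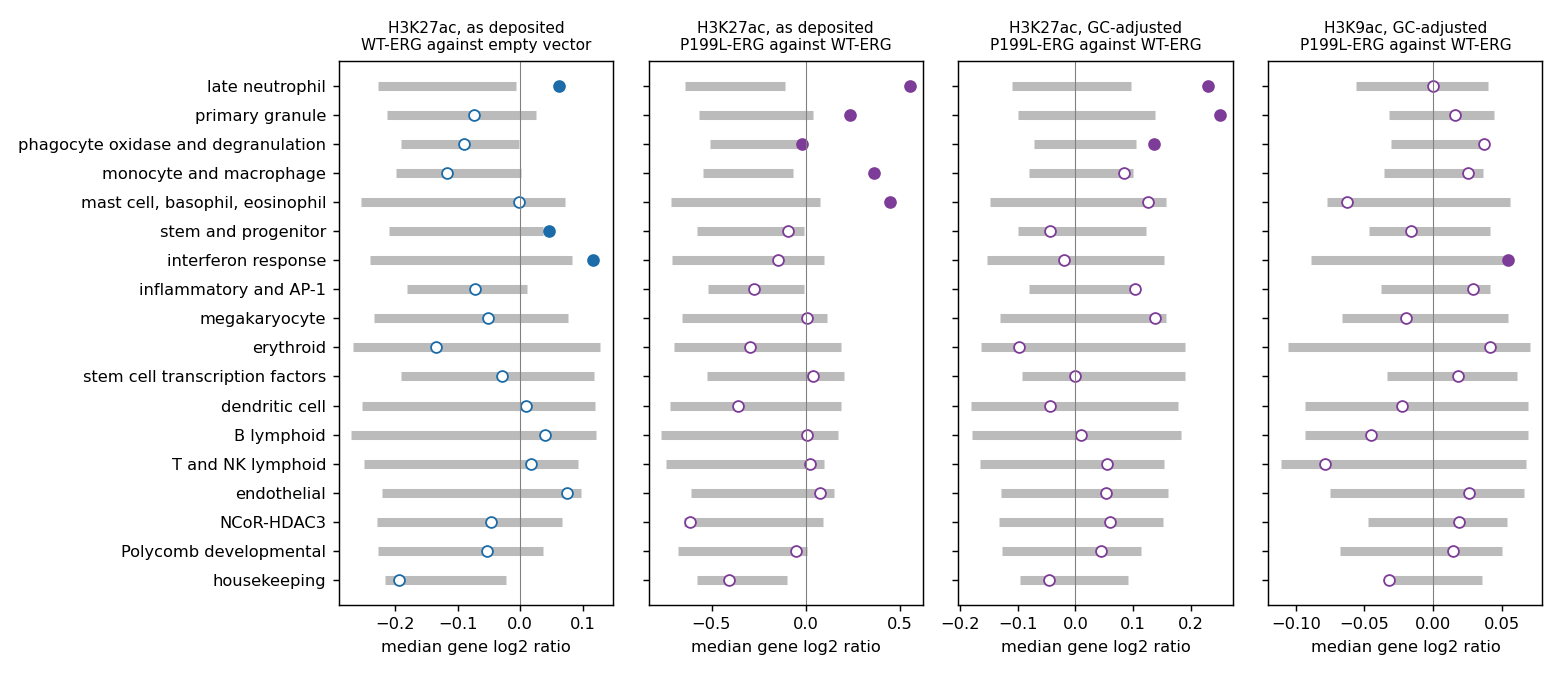
Median log2 ratio of 18 gene lists (horizontal axis) in 4 panels for H3K27ac and H3K9ac, with grey bars for the central 95% of 10000 random lists matched on mean signal and filled circles for medians outside it. Late neutrophil genes of P199L-ERG against WT-ERG lie at 0.56 as deposited and 0.23 once adjusted for GC content in H3K27ac, and at 0.00 in adjusted H3K9ac.

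The fourth comparison asks at how many H3K27ac regions WT-ERG stood below both other lines. Such regions numbered 10490, against a mean of 3787.6 in simulations of counting error, and WT-ERG stood above both at 10031 regions (simulated 2442.4). The empty vector was the low library at 9365 regions and the high one at 7571. P199L-ERG was low at 24811 and high at 29690. Adjusted for GC content, WT-ERG was low at 6323 and high at 5041 regions, the empty vector at 10753 and 9665, and P199L-ERG at 12225 and 10326. Of the 6323, 4275 were among the 10490. Regions low in WT-ERG had a median GC content of 46.6%, and those high in P199L-ERG 46.2%. Ly6c2 had 10 such regions among its 27 (7 after adjustment), Clec12a 10 among 26 (3 after adjustment) and Erg 14 among 96 (9 after adjustment).

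**Figure D4:**
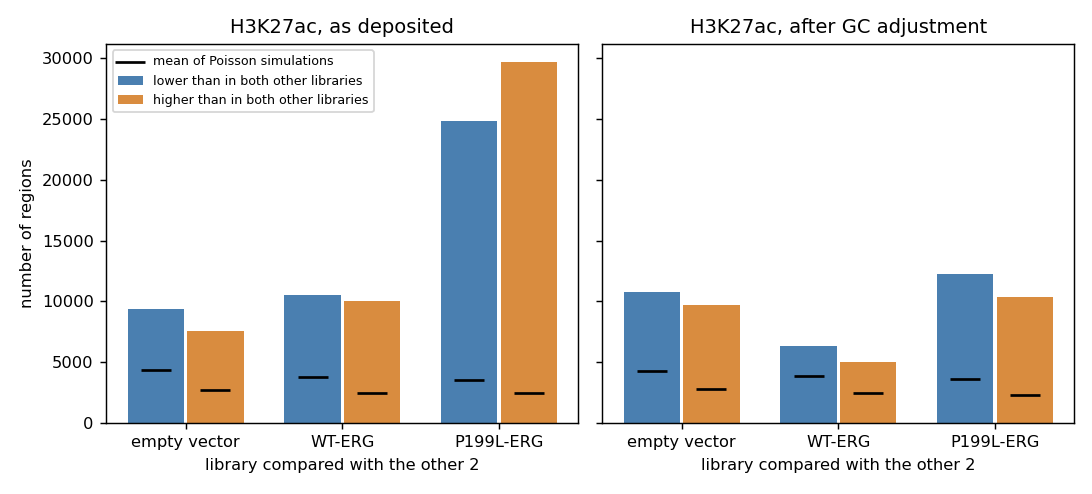
Number of H3K27ac regions (vertical axis) at which 1 library lay at least 1.5-fold below or above both others, as deposited and adjusted for GC content, with black ticks for the Poisson simulation mean. WT-ERG is low at 10490 regions as deposited and 6323 once adjusted, and P199L-ERG at 24811 and 12225.

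The 5 single regions in which WT-ERG lay furthest below the nearer of the other lines, among regions whose largest value reached the median, were small. In reads of the empty-vector, WT-ERG and P199L-ERG libraries they held, in that order, 30, 1 and 25 (chromosome 7, 118249405 to 118249752, intergenic), 10, 0 and 39 (chromosome 13, 37006335 to 37006725, in an intron of F13a1, a coagulation factor of monocytes), 10, 0 and 45 (chromosome 14, 61302665 to 61303036), 27, 3 and 30 (chromosome 1, 154062137 to 154062505) and 9, 0 and 43 (chromosome 8, 105564359 to 105564776, in an intron of the proton pump gene Atp6v0d1). Enhancer-like regions made up 68947 (60.2%) of the H3K27ac regions and promoter-like ones 37898 (33.1%). WT-ERG was the low library at 9.90% of enhancer-like regions (interval 9.68 to 10.1) and 7.96% of promoter-like ones (7.69 to 8.23), and at 6.69% and 3.02% once adjusted for GC content. It was the high library at 10.3% and 3.51% (adjusted 5.25% and 2.36%), so that among enhancer-like regions more were high than low as deposited. The empty vector was low at 9.19% and 6.17%, the same order of classes. P199L-ERG had the reverse order as deposited, at 19.2% and 24.0%, and the same order once adjusted, at 12.3% and 6.81%. Enhancer-like regions held fewer normalized reads (median 16.5 against 97.0). At regions of other marks overlapping the WT-ERG-low H3K27ac regions, the median of WT-ERG against the empty vector was -0.11 in H3K9ac (interval -0.13 to -0.10, 4862 regions; all regions -0.03), -0.06 in H3K4me3 (3404; all -0.01) and 0.01 in H3K4me1 (7282; all 0.04). At the 6323 regions low after GC adjustment the adjusted medians were -0.14, -0.06 and -0.09. P199L-ERG against the empty vector had -0.04, 0.10 and 0.05 at the first set and -0.10, -0.03 and -0.05 at the second. After adjustment these 3 marks were thus lower in both ERG lines than in the empty vector. P199L-ERG still stood above WT-ERG, by 0.05, 0.23 and 0.04 at the first set and by 0.04, 0.07 and 0.05 at the second. The regions were picked for low H3K27ac in WT-ERG. H3K27me3 overlapped at 5 regions, with a median of 0.31.

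Changed regions were counted for each mark and pair. H3K27ac was lower at 19050 and higher at 20284 regions in WT-ERG against the empty vector, at 33902 and 36485 in P199L-ERG against the empty vector, and at 35993 and 38328 in P199L-ERG against WT-ERG. Total-read scaling moved these to 15175 and 24374, 19668 and 50066, and 24245 and 47361. Without the 25% of lowest signal the balance turned, to 12071 lower and 11970 higher, 25485 and 23144, and 26482 and 24942. H3K9ac was lower at 6064 and higher at 8349 regions in WT-ERG (3949 and 11650 with total-read scaling), at 6376 and 9014 in P199L-ERG (3784 and 13678), and at 4677 and 5182 between the ERG lines. H3K4me1 was lower at 19820 and higher at 29130 in WT-ERG, at 14405 and 14738 in P199L-ERG (11360 and 18116 with total-read scaling), and at 26933 and 16679 between the ERG lines. A 2-fold threshold gave 15717 and 4901 for that last pair, and the larger pseudocount 17679 and 5136.

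For H3K4me3 the counts were 3158 lower and 4532 higher in WT-ERG and 3834 and 9244 in P199L-ERG. The latter became 1531 and 13193 with total-read scaling, 4045 and 3882 once adjusted for GC content and 699 and 4139 at 2-fold. Between the ERG lines H3K4me3 was lower at 4909 and higher at 8459 regions, which became 2225 and 12195, 3923 and 3641, and 996 and 3617 under the same settings. H3K27me3 was lower at 1915 and higher at 1848 in WT-ERG (2116 and 1353 once adjusted), at 1590 and 1416 in P199L-ERG, and at 1613 and 1256 between the ERG lines (1055 and 1567 once adjusted, 604 and 718 without the 25% of lowest signal). Across the 6751 genes whose mean signal reached the median over genes in both acetylation marks, H3K27ac and H3K9ac ratios had rank correlations of 0.63 for WT-ERG and 0.81 for P199L-ERG against the empty vector and 0.43 between the ERG lines (adjusted for GC content 0.70, 0.68 and 0.31). With H3K4me3 (6333 genes) the H3K27ac correlations were -0.15, 0.57 and 0.52 (adjusted -0.12, 0.48 and 0.38), and with H3K4me1 (5962 genes) -0.10, 0.30 and 0.18 (adjusted 0.25, 0.34 and 0.26), so the sign for WT-ERG turned with the adjustment in H3K4me1. Genes are not independent replicates.

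The other marks were compared gene by gene between WT-ERG and the empty vector. In H3K9ac, Lilrb4a, an inhibitory myeloid receptor, rose by 1.78 (1.64 in P199L-ERG), Fbp2 by 1.28 and the transporter gene Slc22a3 by 0.80, while Cdk5rap2 and Ctnna1 fell to -1.06 and -0.99. Mast cell genes, with 4 of 16 higher and 0 lower (2 and 0 once adjusted), had an H3K9ac median of 0.18 in WT-ERG (99.99th percentile) and 0.11 in P199L-ERG (adjusted for GC content 0.24 and 0.14), and medians of 0.12 in H3K4me3 and 0.27 in H3K4me1 in WT-ERG (adjusted 0.14 and 0.25). Emilin2, a matrix glycoprotein gene, had the largest H3K4me3 gain above the minimum (0.98; 0.88 in P199L-ERG), and Tenm4 and Sort1 fell to -0.60 and -0.57. Primary granule genes had an H3K4me3 median of -0.11 in WT-ERG (0.07th percentile) and phagocyte genes -0.12 (0.04th percentile), or -0.08 and -0.09 once adjusted. Park2 gained 2.14 in H3K4me1 (2.32 in P199L-ERG) and the protocadherin gene Pcdh7 1.75, while Acpp and Ryk fell to -1.23 and -1.15. These ratios are as deposited, in a mark with a GC trend in both ERG lines. Polycomb targets had an H3K4me1 median of 0.23 in WT-ERG (99.4th percentile, 11 of 43 higher and 0 lower, adjusted 0.21) and of -0.33 in P199L-ERG against WT-ERG (12 lower and 2 higher, adjusted -0.15). With the strongest region of each gene both medians moved inside the central 95% of random lists, at 0.04 and -0.16. Stem and progenitor genes had an H3K4me1 median of 0.20 in WT-ERG (5 of 29 higher and 0 lower), which moved inside that range once adjusted (0.10) and with the strongest region (0.05). In H3K27me3, Fam78b and Mdfi fell to -1.17 and -0.98 and Plch2 and Pex10 rose by 1.11 and 0.95. In that mark, 8 of 31 late neutrophil genes were measured, with a median of -0.37 (interval -1.32 to 0.47), 3 lower and 0 higher. Once adjusted the median was -0.43 (interval -1.71 to 0.65), with 4 lower and 1 higher. Both intervals include 0.

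The mouse Erg locus (chromosome 16, 95359169 to 95586593) is endogenous, since the expressed ERG is human. Its 96 H3K27ac regions held 13208, 11432 and 17719 normalized reads in the empty-vector, WT-ERG and P199L-ERG lines. The log2 ratio was -0.21 (interval -0.25 to -0.17) for WT-ERG and 0.42 for P199L-ERG against the empty vector, and 0.63 between the ERG lines. GC adjustment brought these to -0.06, 0.17 and 0.23. H3K9ac ratios at Erg were 0.08, 0.11 and 0.03. Of the remaining fixed genes, Csf1r, the macrophage growth-factor receptor, had H3K27ac ratios of 0.30, -0.35 and -0.66 (0.01 between the ERG lines once adjusted). The granule gene Ltf had -0.35, 0.22 and 0.56, and the protease gene Elane -0.20, -0.28 and -0.08. The integrin gene Itgam had -0.07, 0.29 and 0.36, and the progenitor antigen Cd34 -0.27, -0.49 and -0.23. Apart from the adjusted Csf1r value, the ratios of these genes are as deposited and their directions may depend on GC content.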

Values the study reported

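For H3K27ac, the study reports lower signal in WT-ERG cells than in mutant cells at more than 1500 sites, counted at genes whose expression WT-ERG repressed.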

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

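Of the tests in this part, the correlation with GC content after removal of the signal trend was fixed before its result was seen, and the others were chosen only after the result was seen. The read minimum of this part was 1126 normalized reads, the median over genes of the largest value among the libraries. Among 7739 genes at or above it, 5 had H3K27ac changes of 1.5-fold or more against the empty vector that differed in direction. These changes ran in opposite directions in WT-ERG and P199L-ERG. Ly6c2 (1.21 between P199L-ERG and WT-ERG), Slc2a13 (1.44) and Ttc29 (1.26) were lower in WT-ERG and higher in P199L-ERG. Bcl11a (-1.60) and Slc41a1 (-1.22) were higher in WT-ERG and lower in P199L-ERG. With 1 library per line the difference was not tested for any of them. After GC adjustment these ratios were 0.75, 0.71, 0.54, -0.59 and -0.16, Bcl11a and Slc41a1 lay above the empty vector in P199L-ERG as well (0.21 and 0.61, from -0.81 and -0.61), and 0 genes met the same condition.

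H3K27ac of P199L-ERG relative to WT-ERG fell as the GC content of regions rose. Removing the trend with mean signal left a rank correlation of -0.726. This value argues against the trend with summed signal as the whole cause of the fall with GC content. Signal was not divided by region length, so the value cannot decide on lower enrichment over background in the P199L-ERG library. Lower enrichment in that library was not excluded. Across 10 equal groups of regions by mean signal, the median H3K27ac ratio of P199L-ERG to WT-ERG was 1.09 in the lowest and -0.62 in the highest. In the other groups it lay between -0.09 and 0.17. H3K9ac at regions overlapping H3K27ac had a correlation of -0.161, which argues against a difference at AT-rich regions shared by H3K9 and H3K27 acetylation. GC bias of the libraries stays open as a candidate explanation, since the weakest correlation in a class of region was -0.739. H3K4me3 of the same pair fell with GC content too (rank correlation -0.602), so the trend is not confined to H3K27ac. H3K4me1 had a correlation of -0.027 in this pair, but -0.255 for WT-ERG and -0.462 for P199L-ERG against the empty vector. A change of H3K27ac and H3K4me3 with the ERG variant stays open as untested.

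H3K27ac of WT-ERG lay below both other lines at 10490 regions. Counting error gave a mean of 3787.6 in simulations that took the regions as given. A region entered the set only through a call in at least 1 of the same libraries, and 41.7% were called in only 1. That selection favours regions at which 1 library stands apart and was not simulated, so the excess cannot decide on counting error. GC bias of the libraries cannot be told apart from a difference between the lines: the 6323 regions left by GC adjustment (4275 of them among the 10490) were 1.65 times the 3820.7 simulated in the same way, but with 1 library per line this excess is not specific, and it was larger for the empty vector (2.53 times) and P199L-ERG (3.41 times). Variation between libraries whatever the ERG variant stays open, because after the same adjustment P199L-ERG was the low library at 12225 regions and the empty vector at 10753. A loss of acetylation that depends on WT-ERG may account for a part of the regions, and it was not tested apart from that variation.

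The late neutrophil list had an H3K27ac median of 0.56 in P199L-ERG against WT-ERG, with 13 of 29 members higher and 0 lower. GC adjustment left a median of 0.23 (4 higher and 0 lower), above the central 95% of random lists matched on signal and GC content (-0.14 to 0.11), which argues against GC bias as the whole cause. A larger share of mature cells in the P199L-ERG culture cannot be told apart from a change within the cells, because each library pools the cells of a culture. A shift in another mark could follow from either. The interval of the adjusted H3K9ac median runs from -0.06 to 0.15 and includes the median of matched random lists, -0.01. The adjusted H3K4me3 median of the list, given above, was higher in P199L-ERG than in WT-ERG. An effect of the P199L substitution, the difference the design names, stays open as untested.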

How the results depend on the processing

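GC adjustment, scaling to total reads, the minimum of 50 normalized reads, signal-trended scaling of lists and genes, and all settings of single named genes were chosen after the data were seen; the others were fixed before the data were examined. In this part WT-ERG and P199L-ERG stand for ratios to the empty vector and the ERG pair for P199L-ERG against WT-ERG. Of the values under the settings fixed beforehand, 667 were the same, 70 moved further, and 15 list medians moved inside and 14 outside the central 95% of random lists. Here the same means within the 95% interval, or within 1.5-fold for a count. For a list median it means no move across a bound of that range. A median inside that range can thus change sign and still be counted so. List medians that crossed the median of the random lists, all of them inside the range as deposited, numbered 51 of 258 with the strongest region (46 changed sign), 2 of 258 with median-of-ratios scaling (17), 9 of 54 within 50000 bp (13) and 0 of 54 with the larger pseudocount (1). The balance of lower and higher regions turned in 6 of these counts, namely without the 25% of lowest signal for H3K27ac in WT-ERG (12071 lower, 11970 higher), P199L-ERG (25485, 23144) and the ERG pair (26482, 24942) and for H3K27me3 in P199L-ERG (660, 827) and the ERG pair (604, 718), and with the larger pseudocount for H3K27me3 in the ERG pair (517, 526). Under the added settings 1797 were the same in that sense, 1183 moved further, 27 list medians moved inside and 13 outside, and 23 changed direction from a value that had been outside the range or beyond 1.5-fold. Crossings numbered 49 of 258 with GC adjustment (70 changed sign), 0 of 258 with scaling to total reads (99) and 2 of 54 with trended scaling (18). The balance of regions turned in 7 counts under GC adjustment, which centres the ratios by construction, and in 1 with scaling to total reads. For results that answer a comparison, the values that changed follow, and the cause was not tested, except that a higher threshold, a larger pseudocount and a filter each count fewer regions by construction.

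A 2-fold threshold gave, for H3K27ac regions of 1 library against both others, 3440 lower and 2327 higher in the empty vector, 3453 lower and 2838 higher in WT-ERG and 10840 lower and 19274 higher in P199L-ERG. Changed regions in WT-ERG, P199L-ERG and the ERG pair became 15353, 43612 and 45905 for H3K27ac, 24065, 7703 and 20618 for H3K4me1, 2181, 4838 and 4613 for H3K4me3, 4425, 4648 and 2475 for H3K9ac and 1136, 792 and 803 for H3K27me3. WT-ERG was the low library at 3.44% of enhancer-like regions and 2.19% of promoter-like regions. At the WT-ERG-low regions the WT-ERG median became 0.027 in H3K4me1, -0.15 in H3K9ac and -0.083 in H3K27me3 (1 region). A pseudocount of 50% gave, for H3K27ac regions of 1 library against both others, 3237 lower and 3855 higher in the empty vector, 3845 lower and 4664 higher in WT-ERG and 15960 lower in P199L-ERG. Changed regions in WT-ERG, P199L-ERG and the ERG pair became 28344, 8862 and 22815 for H3K4me1, 1539, 5010 and 5248 for H3K4me3, 4423, 5401 and 1740 for H3K9ac and 1366, 1032 and 1043 for H3K27me3. Changed regions also became 19612 in WT-ERG for H3K27ac. Leaving out the 25% of regions with the lowest signal gave, for H3K27ac regions of 1 library against both others, 5562 lower and 4381 higher in the empty vector, 6555 lower and 5471 higher in WT-ERG and 18030 higher in P199L-ERG. Changed regions in WT-ERG, P199L-ERG and the ERG pair became 30255, 16830 and 25154 for H3K4me1, 3659, 7054 and 7372 for H3K4me3, 7018, 7815 and 3619 for H3K9ac and 1722, 1487 and 1322 for H3K27me3. Changed regions also became 24041 in WT-ERG for H3K27ac. Under median-of-ratios scaling, WT-ERG was the low library at 10.22% of enhancer-like regions. At the WT-ERG-low regions the WT-ERG median became -0.023 in H3K4me1, -0.093 in H3K9ac and 0.31 in H3K27me3 (5 regions). With promoters defined by 1000 bp to a start site, WT-ERG was the low library at 3.75% of promoter-like regions. With the strongest region of a gene, lists outside the central 95% became 3 for H3K4me1 in P199L-ERG, 5 for H3K9ac in P199L-ERG and 4 for H3K9ac in the ERG pair. Medians that moved inside the central 95% were megakaryocyte -0.11 and B lymphoid 0.032 (H3K27ac, P199L-ERG), phagocyte -0.18, stem 0.049 and Polycomb target 0.036 (H3K4me1, WT-ERG), phagocyte 0.093 and Polycomb target -0.16 (H3K4me1, the ERG pair), heptad -0.17 and megakaryocyte -0.042 (H3K9ac, WT-ERG), monocyte -0.15, dendritic -0.039 and T and NK 0.055 (H3K9ac, P199L-ERG), monocyte -0.031 (H3K9ac, the ERG pair), erythroid 0.17 (H3K27me3, P199L-ERG). Medians that moved outside the central 95% were Polycomb target 0.14 (H3K27ac, the ERG pair), megakaryocyte 0.14 and dendritic 0.18 (H3K4me1, WT-ERG), late neutrophil -0.024 and Polycomb target -0.23 (H3K4me1, P199L-ERG), NCoR-HDAC3 -0.31 (H3K4me1, the ERG pair), housekeeping -0.22 (H3K4me3, P199L-ERG), late neutrophil 0.047, mast cell -0.18 and inflammatory -0.12 (H3K9ac, the ERG pair), inflammatory -0.32 (H3K27me3, P199L-ERG). H3K27ac ratios of genes taken by the naming rule that changed sign from 1.5-fold or more were, for the ERG pair, Emcn -0.00864, Il1b -0.023 and Xcr1 -0.00742. With regions limited to 50000 bp from a gene, medians that moved inside the central 95% were Polycomb target -0.20 (H3K27ac, P199L-ERG). Medians that moved outside the central 95% were NCoR-HDAC3 -0.94 (H3K27ac, P199L-ERG), megakaryocyte -0.027 and NCoR-HDAC3 -0.78 (H3K27ac, the ERG pair).

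GC adjustment gave, for H3K27ac regions of 1 library against both others, 6323 lower and 5041 higher in WT-ERG and 12225 lower and 10326 higher in P199L-ERG. Changed regions became 38209 in the ERG pair for H3K27ac and 7927 in P199L-ERG and 7564 in the ERG pair for H3K4me3. Lists outside the central 95% became 2 for H3K27ac in P199L-ERG, 3 for H3K27ac in the ERG pair, 3 for H3K4me1 in P199L-ERG, 3 for H3K4me3 in the ERG pair, 3 for H3K9ac in P199L-ERG, 1 for H3K9ac in the ERG pair and 2 for H3K27me3 in WT-ERG. Medians that moved inside the central 95% were phagocyte 0.15, monocyte 0.13, megakaryocyte 0.077, mast cell 0.14 and B lymphoid 0.12 (H3K27ac, P199L-ERG), monocyte 0.085 and mast cell 0.13 (H3K27ac, the ERG pair), phagocyte -0.037 and stem 0.10 (H3K4me1, WT-ERG), NCoR-HDAC3 -0.058 (H3K4me3, WT-ERG), monocyte 0.091, mast cell 0.074, interferon 0.10 and housekeeping 0.058 (H3K4me3, the ERG pair), late neutrophil 0.065, phagocyte 0.062 and heptad 0.15 (H3K9ac, WT-ERG), phagocyte 0.063, monocyte 0.018, megakaryocyte 0.10, dendritic 0.099 and T and NK 0.090 (H3K9ac, P199L-ERG), monocyte 0.026 and endothelial 0.026 (H3K9ac, the ERG pair). Medians that moved outside the central 95% were housekeeping -0.12 (H3K27ac, WT-ERG), dendritic 0.25 (H3K4me1, WT-ERG), megakaryocyte 0.11 and NCoR-HDAC3 0.091 (H3K4me1, P199L-ERG), dendritic -0.16 (H3K4me1, the ERG pair), dendritic 0.18 and Polycomb target -0.12 (H3K4me3, P199L-ERG), housekeeping -0.063 (H3K9ac, WT-ERG), interferon 0.055 (H3K9ac, the ERG pair), erythroid 0.18 (H3K27me3, WT-ERG), T and NK -0.21 (H3K27me3, P199L-ERG). WT-ERG was the low library at 6.69% of enhancer-like regions and 3.02% of promoter-like regions. At the WT-ERG-low regions the WT-ERG median became -0.091 in H3K4me1, -0.14 in H3K9ac and 0.042 in H3K27me3 (45 regions). At the Erg locus the ratio became -0.062 (H3K27ac, WT-ERG), 0.23 (H3K27ac, the ERG pair), -0.049 (H3K4me1, WT-ERG), 0.056 (H3K4me1, the ERG pair) and 0.16 (H3K9ac, WT-ERG). Of the medians outside the central 95% as deposited, those that crossed to the other side of the random lists were Polycomb target -0.068 (H3K27ac, P199L-ERG) and monocyte -0.000222 (H3K4me3, P199L-ERG). Sign changes of H3K27ac ratios are listed for genes taken by the naming rule and only from ratios of 1.5-fold or more as deposited. Smaller ratios that changed sign are not listed. For P199L-ERG they were Anxa1 -0.054, Bcl11a 0.21, Bmi1 0.18 and Tal1 0.044. For the ERG pair they were Bmi1 0.12, Capn5 0.17, Cryba4 0.00104, Csf1r 0.00665, Emcn -0.062, Erbb4 -0.00795, Evi5 0.22, Flrt1 0.075, Hgfac 0.060, Irx5 0.043, Lamp1 0.12, Mn1 0.00404, Ppia 0.057 and Unc13d 0.062. Scaling to total reads gave, for H3K27ac regions of 1 library against both others, 4314 higher in the empty vector and 13277 lower in P199L-ERG. With scaling trended with signal, medians that moved inside the central 95% were stem 0.066 (H3K27ac, WT-ERG), megakaryocyte 0.25 and B lymphoid 0.23 (H3K27ac, P199L-ERG). Medians that moved outside the central 95% were T and NK 0.44 (H3K27ac, P199L-ERG), NCoR-HDAC3 -0.25 (H3K27ac, the ERG pair). A minimum of 50 normalized reads gave, for H3K27ac regions of 1 library against both others, 1834 lower and 1221 higher in the empty vector, 2363 lower and 1594 higher in WT-ERG and 9788 lower and 8722 higher in P199L-ERG.

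No paired analysis was possible because each mark and line has 1 library and no pairing links the marks. The stricter peaks by caller score and the 50% overlap of single peaks were not run, since the tables used here hold neither caller scores nor single peak positions. An overlap of 50% moved neither class share beyond its interval, and trended scaling moved none of the 6 counts of regions of 1 library against both others by more than 1.5-fold. Of the 10490 WT-ERG-low H3K27ac regions 2363 held at least 50 normalized reads, so most rest on few reads. H3K27me3 has the fewest reads, and whether depth limits its overlap with those regions (5 regions as deposited) was not tested. No count was made with the P199L-ERG library left out. The pair of WT-ERG and the empty vector, with H3K27ac lower at 19050 and higher at 20284 regions, uses no P199L-ERG signal in its ratios. Its regions and pseudocount still came from all 3 libraries, and 23348 of the regions were called in P199L-ERG alone.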

Other observations

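All genes and counts in this part were chosen after their values were seen, and its GC-adjusted values come from an alternative chosen after the data were seen. Single mast cell genes had ratios above 0 in several marks in both ERG lines, although the H3K27ac median of the mast cell list lay inside the central 95% of random lists in WT-ERG (0.00, 87.7th percentile) and, once adjusted for GC content, in P199L-ERG (0.14, 93.0th percentile). Tpsab1, which encodes a tryptase, had H3K27ac log2 ratios to the empty vector of 2.01 in WT-ERG and 1.24 in P199L-ERG (1.94 and 1.40 once adjusted for GC content), H3K9ac ratios of 1.45 and 1.19 and H3K4me3 ratios of 1.44 and 1.32. Cpa3, the mast cell carboxypeptidase gene, had 0.68 and 2.04 in H3K27ac (0.74 and 1.12 once adjusted) and 1.27 and 1.08 in H3K9ac. Prss34, a protease gene of mast cells and basophils, had 1.01 and 1.195 in H3K27ac and 0.60 and 0.68 in H3K9ac. Cd48, a surface receptor of the stem and progenitor list, rose by 1.13 and 1.00 in H3K27ac and by 0.83 and 0.88 in H3K9ac.

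Late neutrophil genes took several courses. Ly6g, a surface antigen of neutrophils, had ratios to the empty vector of -0.84 in WT-ERG and 0.37 in P199L-ERG for H3K27ac (-0.78 and 0.07 once adjusted), -1.44 and -0.66 for H3K4me3 and -0.74 and -0.39 for H3K9ac. S100a8 and S100a9, which encode the calprotectin subunits, had H3K9ac ratios of 0.53 and 0.65 in WT-ERG and 0.48 and 0.58 in P199L-ERG. Their H3K27ac ratios were 0.20 and 0.34 in WT-ERG and 1.47 and 1.496 in P199L-ERG, or 0.76 and 0.62 in P199L-ERG once adjusted.

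The library that stood apart differed between marks. In H3K9ac the empty vector was below both ERG lines at 4507 regions and above both at 3111 (simulated 1266.6 and 822.8). Once adjusted for GC content, which centres each library by construction, these were nearly equal, at 3424 and 3411. WT-ERG was below both others at 1679 and above at 2195 (simulated 1115.3 and 702.1), and P199L-ERG at 1631 and 2542 (simulated 1146.6 and 749). Adjusted counts were 1833 and 2061 for WT-ERG and 1803 and 1917 for P199L-ERG. In H3K4me1 it was WT-ERG, above both others at 19804 regions and below both at 9676 (simulated 1135.1 and 1923), and at 14529 and 10104 once adjusted. Genes whose H3K27ac in WT-ERG was at least 1.5-fold below both other lines numbered 21 as deposited. After GC adjustment they numbered 4, of which Fcnb was among the 21 and BC048671, Chst13 and Olfm1 were not.

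The study gives no fold or test threshold for its count of H3K27ac sites that were lower in WT-ERG cells, and it limits that count to genes repressed by WT-ERG in expression data not used here. The 10490 regions counted here at 1.5-fold, or 6323 once adjusted, come from all H3K27ac regions and are not comparable with it on either ground.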
